A study of Mus musculus with 2 samples. Its data were reported in "A palmitate-rich metastatic niche enables metastasis growth via p65 acetylation resulting in pro-metastatic NF-κB signaling" (2023).

How the data were processed

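RNA of single cells was measured in 2 droplet libraries made from whole lungs of female BALB/c mice. One library came from mice injected with control media (CM), and the other from mice injected with tumor conditioned media (TCM). The number of mice pooled into a library was not stated. Groups were taken from the treatment label of each sample, and each group held 1 library. No test across groups was therefore possible, and no p-value was computed.

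The authors prepared the libraries with a 5-prime droplet kit from 10x Genomics, sequenced them on an Illumina NovaSeq instrument and mapped the reads with Cell Ranger to build mm10 of the mouse genome (GRCm38.p6). The deposited matrices hold raw counts of unique molecular identifiers (UMIs) per gene and droplet barcode, with no normalization. Their header names version 4 of Cell Ranger. Each matrix covered 737280 barcodes, cells and empty droplets alike, and 32286 features, of which 1 was a CD90.1 sequence added to the reference. Of the feature identifiers, 32158 were found in the GENCODE vM21 annotation of GRCm38, from which all coordinates were taken. No annotation of cells was used here, so clusters and their names were rebuilt.

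The CM library held 31944151 UMIs and the TCM library 36648719. Droplets with at least 500 UMIs numbered 8355 in CM and 8156 in TCM and held 82.5% and 75.0% of all UMIs. The cell filters were the ones the study describes for these libraries: at least 500 UMIs, at least 200 detected genes and at most 10% of UMIs from mitochondrial genes. They left 7988 CM and 7707 TCM cells. Doublets were scored in each library with Scrublet as implemented in scanpy 1.11.5, with an expected rate of 6%. Its automatic threshold marked 0.0376% of the CM and 0.0260% of the TCM cells, which meant that the caller had not worked, so the cells ranked in the top 6% by score were removed under the rule set for that case. Tied scores made this 5.17% of the CM and 5.61% of the TCM cells. The kept cells numbered 7575 in CM and 7275 in TCM, 14850 in all. Their median depth was 2102 UMIs in CM and 2294 in TCM, with 1066 and 1049 detected genes.

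Cells of both libraries were clustered together. Counts per cell were scaled, log-transformed and restricted to the 1000 genes with the largest departure from the trend of dispersion on the mean (20 bins), among genes seen in at least 5 cells with a scaled mean above 0.01. Mitochondrial, ribosomal-protein and cell-cycle genes were left out of this choice, and so were the 36 lipid and pre-metastatic niche genes to be compared. The first 50 principal components gave a graph of 15 neighbours, which was partitioned with leidenalg 0.10.2 at resolution 1.0. A cluster took the name of the class, out of 22, whose marker genes had the highest mean log2 fold over all other cells. That mean had to be at least 1.0 and to lead the next class by at least 0.5, and at least 3 markers had to be detected in at least 10% of the cluster's cells. A cluster stayed unnamed where another class had more markers among its top 10 genes by fold, or where its cells were shallow and none of its own markers were among those 10. A further condition was added after the clusters had been seen: a cluster outside the B and plasma lineages stayed unnamed where immunoglobulin genes outnumbered its own markers in that top 10. It took the name NK-like from 1 cluster, of 143 CM cells (1.89% of that library) and 5 TCM cells (0.0687%). Names carry "-like" throughout, and a difference from the study may come from these rebuilt names.

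Levels were computed by summing UMIs over the cells of a class in a library and dividing by the sum of all their UMIs, given as CP100k (UMIs per 100000 UMIs of the class). The log2 ratio compared TCM with CM. A sum of 0 was replaced by 3 counts for a ratio, which is then a bound, and no ratio was taken where both sums were at most 3. Intervals are 95.0% intervals. They are exact Poisson for a sum, Clopper-Pearson for a share of cells and conditional binomial for a ratio of sums. The interval of a list median came from 2000 Poisson redraws of the sums. A list median was also placed among the medians of 10000 random lists of the same size matched on mean expression, each gene being replaced by 1 of the 100 genes nearest to it. That percentile describes these libraries only. Shares of cells with a UMI were computed after thinning each cell to 1000 UMIs, with shallower cells left out, and without thinning.

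Free RNA is RNA outside cells that droplets take up with them. Its profile was taken from droplets of at most 50 UMIs. Its amount per cell was estimated from 7 erythroid and club cell secretory genes in classes that lack them, at 153 UMIs per CM cell and 272 per TCM cell. The values reported are not corrected for it unless so stated. Subtraction of this estimate was an alternative.

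The steps for ratios, intervals and list percentiles were tested on simulated data: 20 simulations of the comparison of TCM with CM in AT2-like cells, over 7339 genes with 200 changed by known amounts. Sums were drawn as independent Poisson counts around 1 shared profile. There was no spread between cells or mice, and unchanged genes did not move together. The simulations therefore check the steps under counting error only, and real sums can vary more. The interval held the true value for 96.2% of the genes. It excluded 0 for 63.2% of the changed genes, for 94.5% of those with at least 100 UMIs, and for 4.33% of unchanged genes. A list of raised genes reached percentile 100 in each simulation. Of 200 lists of unchanged genes, whose percentiles ran from 1.10 to 99.99 with a median of 54.6, 1 lay as high as the study list did.

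The gene lists, cell type markers, filters and most alternatives were fixed before the data were examined. The study list held the 8 lipid and surfactant genes that the study measured in isolated AT2 cells, and the wider list 14 further genes of surfactant and fatty acid synthesis. The study describes these 8 as genes it found raised in these libraries, so the study list is not independent of them. Genes were named by a rule. It covered each gene of the study list, the 2 largest ratios each way of the wider list, each pre-metastatic niche gene in its class, the 5 largest log2 ratios each way in AT2-like cells among genes with at least 100 UMIs in at least 1 library, and the 2 largest each way in each other class with at least 100 cells in each library. Mitochondrial and ribosomal-protein genes were left out of that rule. These alternatives changed 1 choice at a time: the UMI minimum, the mitochondrial maximum, doublets kept, the Leiden resolution, list genes kept in the clustering, the denominator of a share, the scaling, the mean over cells in place of the sum, thinning, subtraction of free RNA, and the UMI minimum for the largest differences. Added after the data had been seen were a restriction to cells of at least 2000 UMIs, scaling by the markers of the class, a free RNA profile from droplets of 51 to 200 UMIs, and the scaling and free RNA alternatives for the largest differences in other classes. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. Plots were drawn with matplotlib 3.10.9. The libraries of the diet experiment of the study were not analysed here.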

Results

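Single-cell RNA sequencing of whole lung was available for 2 libraries. The mice were female BALB/c animals, 9 to 10 weeks old, injected intravenously over 3 weeks with either control media (CM) or media conditioned by tumors (TCM). For TCM, 4T1 mouse breast tumors had been kept in the medium, which serves to prepare the lung for metastasis without a tumor in the animal. Each group had 1 library, so there were no replicates, and no difference could be set against the spread between mice. The intervals below cover counting error only. The CM library held 31944151 UMIs and the TCM library 36648719. After filtering, 7575 CM cells with a median of 2102 UMIs and 7275 TCM cells with a median of 2294 UMIs were kept. The cells formed 35 clusters. Of these, 6 stayed unnamed, and the others gave 19 classes.

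The first question was which lung cells were present in each condition. Endothelial-like cells were the largest class, with 1535 CM cells (20.3%, interval 19.4 to 21.2%) and 1626 TCM cells (22.4%, 21.4 to 23.3%). One endothelial-like cluster was led by interferon and stress genes (Iigp1, Irf1, Ier3, Edn1), and held 243 CM and 342 TCM cells. Fibroblast-like cells fell from 1240 (16.4%, 15.5 to 17.2%) to 712 (9.79%, 9.11 to 10.5%). Much of this fall lay in 1 shallow cluster of 537 CM and 170 TCM cells with a median of 756 UMIs, in which the heart muscle genes Myl7 and Myl4 were among the leading genes. Another fibroblast-like cluster was led by Ccl2, Cxcl1, Mt1 and Mt2, genes of inflammation and stress, and held 143 CM and 140 TCM cells. B-like cells made up 8.87% of the CM and 5.24% of the TCM cells, and T-like cells 9.62% and 7.97%. Unnamed clusters took 7.19% of the CM and 5.79% of the TCM cells. Of these, 1 cluster of 131 cells had 130 from TCM, another of 148 had 143 from CM, and a further one of 61 had 58 from CM. None of these unnamed clusters, each almost wholly from 1 library, was read as a cell type. Names rested on markers and not on library shares, and 14.4% of the cells of the neutrophil-like cluster came from CM.

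Alveolar type II (AT2) cells make and release the surfactant of the lung, and alveolar type I (AT1) cells line most of its surface. AT2-like cells made up nearly the same share of both libraries, with 318 of the CM cells (4.20%, 3.76 to 4.67%) and 301 of the TCM cells (4.14%, 3.69 to 4.62%). Their depth differed, with a median of 2812 UMIs in CM and 5429 in TCM. A maximum of 5% mitochondrial UMIs moved this comparison most, to 7.68% in CM and 3.66% in TCM. AT1-like cells made up 6.76% of the CM cells (512 cells, 6.20 to 7.35%) and 5.04% of the TCM cells (367 cells, 4.55 to 5.57%).

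Neutrophil-like cells showed the widest gap of any class with at least 100 cells in each library. They numbered 232 in CM (3.06%, 2.69 to 3.48%) and 1380 in TCM (19.0%, 18.1 to 19.9%), a share 6.19 times higher. Counted over cells of the blood lineages alone, the shares were 8.05% and 40.6%, and this denominator gave the smallest ratio among the alternatives, 5.05. Their median depth was 1236.5 UMIs in CM and 1550.5 in TCM. Monocyte-like cells rose from 2.34% (2.01 to 2.70%) to 3.49% (3.08 to 3.94%).

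**Figure D1:**
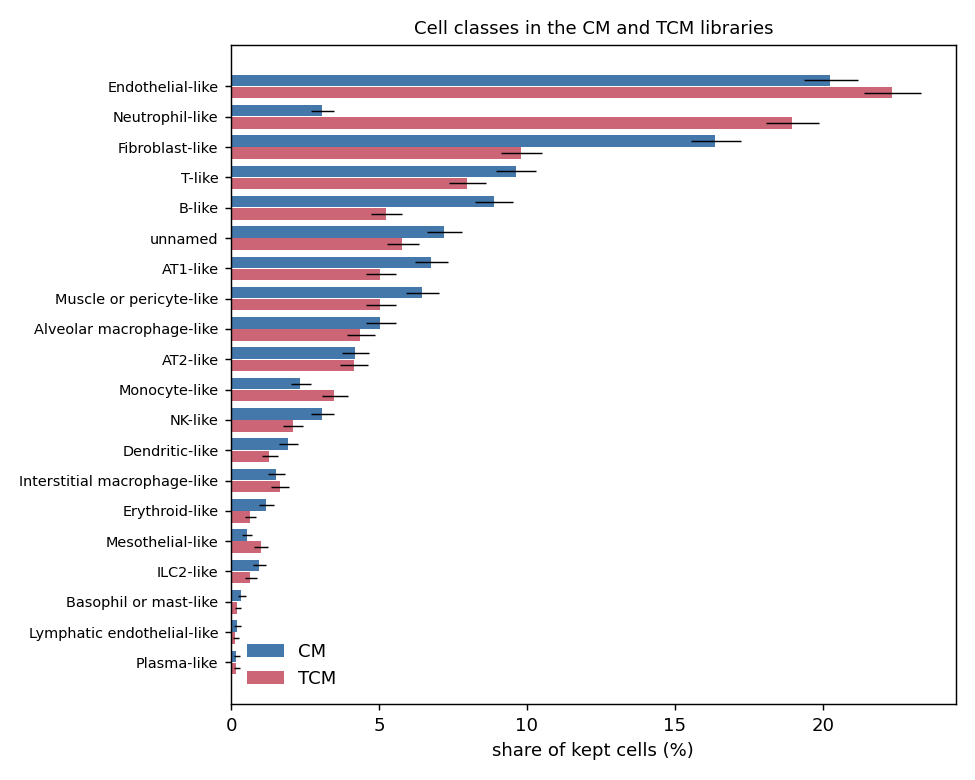
Share of the kept cells (horizontal axis, in percent) that each named class and the unnamed clusters took in the CM library (blue) and the TCM library (red), with exact binomial intervals as black lines. Neutrophil-like cells took 3.06% in CM and 19.0% in TCM, while the AT2-like bars of 4.20% and 4.14% nearly coincide.

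The next question was whether genes of lipid production and surfactant release were higher in AT2-like cells after TCM. Over the 8 genes of the study list, the median log2 ratio of TCM over CM was 0.31 (0.24 to 0.37), a median fold of 1.24, and 7 of the 8 genes were higher in TCM. The median over the 6172 genes with a ratio in this class was −0.03. The list median lay at percentile 99.87 of 10000 random lists of equal size and matched expression. In simulations with counting error only, 1 of 200 lists of unchanged genes reached that place. Genes that move together, as those of 1 cell type can, were not simulated. Among the alternatives chosen in advance the list median ran from 0.24 to 0.58, and the highest value, with a maximum of 5% mitochondrial UMIs, was the largest move. Scaling by the AT2-like markers in place of all UMIs, an alternative added later, moved it nearly as far the other way, to 0.052. The 10 AT2-like markers, none of which belongs to a lipid list, were themselves all higher in TCM, with a median log2 ratio of 0.22 (0.18 to 0.28). They lay at percentile 99.56 of their random lists. The 10 AT1-like markers lay at 99.2 in the same cells, with a median of 0.38 (−0.13 to 0.65). Such a percentile is therefore not particular to lipid genes.

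Scd1 (ENSMUSG00000037071, chromosome 19, 44394455 to 44407879, minus strand), which encodes a fatty acid desaturase, rose from 1617 UMIs (114 CP100k) to 2527 UMIs (152 CP100k), a log2 ratio of 0.42 (0.33 to 0.51). Abca3 (ENSMUSG00000024130, chromosome 17, 24351950 to 24410201, plus strand), the lipid transporter of lamellar bodies, rose from 62.0 to 83.0 CP100k, also a log2 ratio of 0.42 (0.30 to 0.54). Acsl4 (ENSMUSG00000031278, chromosome X, 142317993 to 142390535, minus strand) reached 0.40 (0.21 to 0.59) on 370 and 572 UMIs. Fasn (ENSMUSG00000025153, chromosome 11, 120805846 to 120824547, minus strand), the fatty acid synthase gene, reached 0.33 (0.18 to 0.47). Sftpb (ENSMUSG00000056370, chromosome 6, 72304610 to 72314371, plus strand) went from 953 to 1173 CP100k (0.30, 0.27 to 0.33). Acly (ENSMUSG00000020917, chromosome 11, 100476353 to 100528000, minus strand) had a ratio of 0.18 whose interval, −0.07 to 0.43, included 0. Sftpc (ENSMUSG00000022097, chromosome 14, 70520949 to 70524081, minus strand), with 301436 UMIs in CM and 368841 in TCM, moved by 0.06 (0.06 to 0.07) and turned to −0.20 under marker scaling. Fabp5 (ENSMUSG00000027533, chromosome 3, 10012548 to 10016607, plus strand) did not move, at 88.3 and 88.1 CP100k. All 8 are protein-coding genes, and UMIs were counted per gene.

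**Figure D2:**
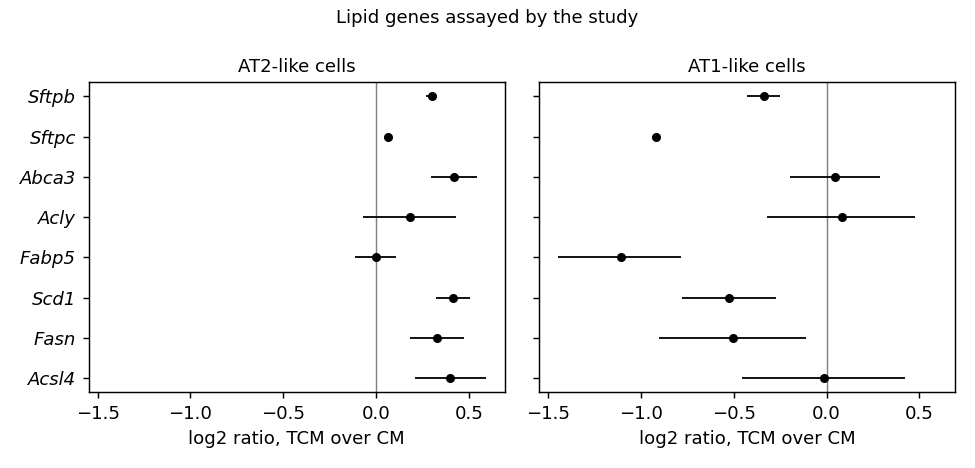
Log2 ratio of TCM over CM (horizontal axis) for the 8 genes of the study list in AT2-like cells (left panel) and AT1-like cells (right panel), as points with 95.0% counting intervals as lines, which for Sftpc are narrower than the point. In AT2-like cells 7 of the 8 points lie above 0, while in AT1-like cells they lie between −1.11 and 0.08 and the signs of Sftpb, Sftpc and Scd1 depended on the clustering.

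The wider list of 14 genes moved less. Its median log2 ratio in AT2-like cells was 0.19 (0.11 to 0.25), at percentile 97.15 of the random lists. Of its 13 genes with a ratio, 12 were higher in TCM, and Elovl6, with 2 and 1 UMIs, was too low to compare. Chpt1 (ENSMUSG00000060002, chromosome 10, 88452745 to 88504073) had the largest ratio, 0.50 (0.01 to 1.01), on 56 and 93 UMIs. Scd2 (ENSMUSG00000025203, chromosome 19, 44293674 to 44306864) followed at 0.33 (0.15 to 0.50). The lowest were Chka (ENSMUSG00000024843, chromosome 19, 3851773 to 3894369) at −0.11 (−0.33 to 0.11) and Pcyt1a (ENSMUSG00000005615, chromosome 16, 32430921 to 32475070) at 0.10 (−0.36 to 0.55). Marker scaling took the median of the wider list to −0.075.

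AT1-like cells served as the comparison class for the same genes. There the study list had a median log2 ratio of −0.42 (−0.53 to −0.24), below each of the 10000 random lists, with 6 of 8 genes lower in TCM. Fabp5 fell from 11.8 to 5.47 CP100k (−1.11, −1.45 to −0.78) and Sftpc from 3044 to 1607 CP100k (−0.92, −0.94 to −0.90). Scd1 (−0.52), Fasn (−0.50) and Sftpb (−0.34) also fell beyond their intervals. Abca3 (0.05), Acly (0.08) and Acsl4 (−0.01) had intervals that included 0. The direction depended on the clustering: the list median was 0.11 at Leiden resolution 2 and 0.20 when the list genes were kept among the clustering genes. Sftpb and Scd1 turned upward under both of these settings, and Sftpc under the latter. The AT2-like markers were lower in TCM AT1-like cells as well, with a median of −0.59 (−0.71 to −0.47). The wider list stood at 0.01 (−0.16 to 0.15). The median difference between the classes, AT2-like minus AT1-like over the study list, was 0.73 (0.55 to 0.86), and it fell to 0.035 with the list genes kept in the clustering.

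Depth was held equal by thinning each cell to 1000 UMIs, which left out 57 CM and 15 TCM AT2-like cells. The share of AT2-like cells with an Abca3 UMI was then 38.3% (32.4 to 44.5%) in CM and 53.5% (47.5 to 59.4%) in TCM. Without thinning it was 64.5% and 90.7%, at median depths of 2812 and 5429 UMIs. T-like cells, which should lack Abca3, gave a background of 2.44% in CM and 1.20% in TCM after thinning, and 6.17% and 6.90% without it, at median depths of 2254 and 2083.5 UMIs. Sftpc gave UMIs in 44.7% of the CM and 72.7% of the TCM T-like cells after thinning, and in 77.9% and 96.4% without it, which is too high for shares of cells to tell much about this gene. In AT1-like cells, at median depths of 3340.5 and 3141 UMIs, the thinned Sftpc share was 63.9% (59.0 to 68.7%) in CM, above that background, and 66.4% (60.3 to 72.2%) in TCM, not above it (88.3% and 96.7% unthinned). The levels were far apart, with 155 and 81.7 Sftpc UMIs per AT1-like cell against 1.69 and 3.97 per T-like cell.

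Genes that the study links to the pre-metastatic niche were compared in the cell classes in which it names them. In AT2-like cells, S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035) rose from 74 to 325 UMIs (log2 ratio 1.91, 1.54 to 2.29). S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) rose from 106 to 416 UMIs (1.74, 1.43 to 2.07). Neutrophil-like cells held 102 S100a8 and 159.6 S100a9 UMIs per TCM cell, and both genes also rose in lymphocytes. S100a9 in B-like cells went from 18 to 306 UMIs, or 0.803 UMIs per TCM cell against 1.38 in AT2-like cells. With free RNA subtracted, the S100a9 ratio in AT2-like cells turned to −0.22, while that of S100a8 stayed at 0.96. With the free RNA profile taken from droplets of 51 to 200 UMIs, an alternative added later, they were 0.83 and 1.07. Of the S100a9 UMIs in AT2-like cells, 92.5% in CM and 52.6% in TCM came from 10 cells. After thinning, 4.98% of the CM and 18.9% of the TCM AT2-like cells had an S100a9 UMI (5.66% and 53.5% unthinned), while in T-like cells the shares were 1.88% and 26.8% (4.25% and 49.0% unthinned). The share in TCM AT2-like cells did not lie clearly above this background. Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) rose from 105 to 304 UMIs (1.31, 0.98 to 1.64), with 70.5% of the CM and 79.9% of the TCM UMIs in 10 cells. Its ratio was 1.21 as a mean over cells and 0.17 after thinning. The share of AT2-like cells with a Cxcl2 UMI was 8.81% in CM and 6.64% in TCM after thinning (11.6% and 15.9% unthinned). In T-like cells it was 0.188% and 4.31% after thinning, and the Cxcl2 ratio there was 1.29. The rise of Cxcl2 in AT2-like cells is therefore uncertain. Tlr3 (ENSMUSG00000031639, chromosome 8, 45395665 to 45411080) had 2 and 6 UMIs (1.36, −1.13 to 4.70), and Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) had 1 and 3, so no difference was detectable at this depth.

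**Figure D3:**
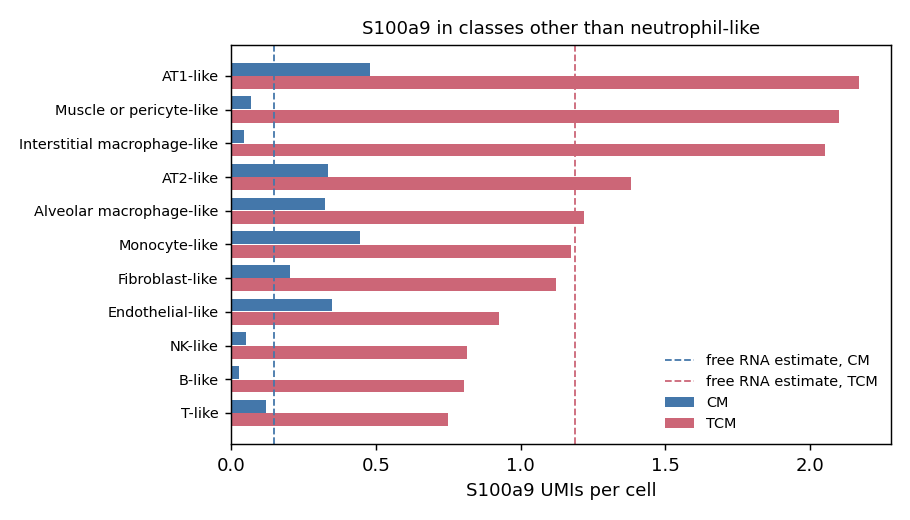
S100a9 UMIs per cell (horizontal axis) in the CM library (blue) and the TCM library (red) for the classes other than neutrophil-like with at least 100 cells in each library. Dashed lines mark the UMIs per cell estimated from free RNA, 1.19 in TCM, and each class, lymphocytes included, is higher in TCM.

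In endothelial-like cells, Tlr4 (ENSMUSG00000039005, chromosome 4, 66827584 to 66930284) had 65 and 92 UMIs (0.19, −0.29 to 0.67). After thinning its ratio was −0.50, outside that interval, so its direction is uncertain. Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700) had 0 UMIs in CM and 4 in TCM, so no difference was detectable at this depth. In macrophage-like cells, alveolar and interstitial together, Tlr4 stood at 70 and 92 UMIs (0.37, −0.09 to 0.84). Saa3 had 8 UMIs in CM and 1 in TCM, a log2 ratio of −3.02 (−8.49 to −0.12), but the 8 UMIs came from 2 cells, so no difference can be read from them. Of the glycolytic genes, Slc2a1 (ENSMUSG00000028645, chromosome 4, 119108711 to 119137983) had 25 and 14 UMIs, Pdk1 (ENSMUSG00000006494, chromosome 2, 71873224 to 71903858) had 11 and 11, and Ldha (ENSMUSG00000063229, chromosome 7, 46841475 to 46855627) had 743 and 761. The intervals of all these 3 ratios included 0. As a mean over cells the Pdk1 ratio was 1.42, outside its interval of −1.37 to 1.32. In fibroblast-like cells, S100a8 (138 and 503 UMIs, 2.22, 1.95 to 2.50) and S100a9 (250 and 799 UMIs, 2.03, 1.83 to 2.24) rose, and both reversed when free RNA was subtracted, to −3.33 and −4.11. S100a6 moved by 0.06 there (0.15 as a mean over cells), S100a10 by −0.05 and S100a11 by 0.05, with intervals that included 0. S100a4 had 47 and 30 UMIs, and its ratio of −0.29, with an interval that included 0, became −1.17 as a mean over cells and −1.20 after thinning, so its change is uncertain.

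Across 1907 genes considered in AT2-like cells, the largest fall was that of Car4 (ENSMUSG00000000805, chromosome 11, 84957786 to 84966044), from 198 to 29 UMIs (−3.00, −3.62 to −2.43). Ifi27l2a (ENSMUSG00000079017, chromosome 12, 103442167 to 103443680) had a log2 ratio of −2.89 and Ly6c1 (ENSMUSG00000079018, chromosome 15, 75044018 to 75048830) one of −2.29. Egfl7 (ENSMUSG00000026921, chromosome 2, 26580014 to 26593120) stood at −2.27 and Sema3c (ENSMUSG00000028780, chromosome 5, 17574281 to 17730268) at −2.17. Car4 and Egfl7 are among the endothelial markers. All 5 falls were smaller when doublets were kept, with Car4 at −0.63 and Egfl7 at −0.85, and 4 of the 10 genes then remained among the largest differences. The largest rise was that of Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139), from 16 to 101 UMIs (2.43, 1.66 to 3.29), with 70.3% of its TCM UMIs in 10 cells. Il1b also rose in free RNA, from 36.4 to 105 CP100k, and in T-like (1.26) and B-like cells (1.52). TCM AT2-like cells held 0.336 Il1b UMIs per cell, against 0.122 in T-like and 0.102 in B-like cells. Its ratio was at least 2.13 under its 3 alternatives, but whether AT2 cells themselves carried the rise was not tested. S100a8, S100a9 and Cxcl2 were also among the 5 largest rises. Zbtb16 (ENSMUSG00000066687, chromosome 9, 48654297 to 48836222) rose from 37 to 137 UMIs (1.66, 1.13 to 2.23), in 26 CM and 91 TCM cells.

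In 7 of the 11 other classes with at least 100 cells in each library, S100a8 or S100a9 was among the 2 largest rises. In endothelial-like cells the 2 largest rises were Wfdc17 and Cyp26b1. Wfdc17 (ENSMUSG00000069792, chromosome 11, 83703991 to 83706268) went from 1 to 129 UMIs (6.70, 4.19 to 12.01), or 0.0793 UMIs per TCM cell, close to the 0.0656 seen in B-like cells. Cyp26b1 (ENSMUSG00000063415, chromosome 6, 84571414 to 84593908), a retinoic acid hydroxylase gene, went from 98 UMIs in 61 cells to 1126 UMIs in 473 cells (3.21, 2.91 to 3.52). The largest falls in that class were those of the B cell gene Cd79a (−1.72) and of Hspa1a (−1.24), a heat-shock gene that cell dissociation can induce. In neutrophil-like cells, Wfdc17 rose from 71 UMIs in 36 cells to 11382 UMIs in 1085 cells (4.53, 4.19 to 4.88). Prok2 (ENSMUSG00000030069, chromosome 6, 99711299 to 99726392) rose from 4 UMIs in 3 cells to 813 UMIs in 239 cells (4.87, 3.51 to 6.75). Camp (ENSMUSG00000038357, chromosome 9, 109847379 to 109849617) fell from 1512 UMIs in 13 cells to 41 UMIs in 4 cells, and Ltf (ENSMUSG00000032496, chromosome 9, 111019271 to 111042767) from 420 UMIs in 13 cells to 11 UMIs in 8 cells.

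Several other large differences rested on few cells. In fibroblast-like cells, all 735 TCM UMIs of Myl7 came from 7 cells and all 545 of Myl4 from 5, and the 471 CM UMIs of Cxcl13 came from 6. In monocyte-like cells, the 122 Retnla UMIs of CM came from 1 cell, against 0 in TCM. In muscle or pericyte-like cells, the 176 Ccl4 UMIs of TCM came from 3 cells, against 2 UMIs in CM. In T-like cells, Gzma fell from 506 to 53 UMIs (−2.79), with 95.1% of the CM UMIs in 10 cells. The 2 largest falls in B-like cells, Igkv5-43 and Igkv12-98, belong to the multigene family of immunoglobulin variable segments, whose reads can be split between copies, and are uncertain. All Igkv12-98 UMIs came from 5 CM cells and 1 TCM cell. Among the changes spread over more cells were those of Plpp3 in alveolar macrophage-like cells, from 123 UMIs in 65 cells to 11 UMIs in 8 cells (−3.51), and of Ifitm1 in monocyte-like cells, from 10 UMIs in 10 cells to 181 UMIs in 71 cells (3.05). Flot2 in monocyte-like cells rose from 8 to 65 cells with a UMI (2.34), and Cox6a2 in AT1-like cells fell from 74 to 29 cells (−1.54). Slc34a2 in fibroblast-like cells fell from 126 of 1240 to 27 of 712 cells (−2.01). Slc34a2 is an AT2-like marker, and Sftpc fell in fibroblast-like cells too (−1.13), so this fall may lie in foreign AT2 RNA.

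The other genes with the 2 largest differences each way in a class were as follows. Gzma fell in AT1-like cells (−2.37), as did Lyz1 in alveolar macrophage-like (−2.55) and muscle or pericyte-like cells (−2.46), and Spp1 in the latter (−1.95). Mgp (−2.73) and Serping1 (−2.65) fell in interstitial macrophage-like cells, H2-Aa (−2.04) in monocyte-like cells, Lgals9 (−0.83) and Tubb5 (−0.77) in NK-like cells, and Pclaf (−1.65) in T-like cells. Hist1h1b rose in alveolar macrophage-like cells (2.14) and Cd74 in NK-like cells (1.46). Lyz1, Tubb5 and Hist1h1b belong to families of similar genes, whose reads can be split between copies, and are uncertain. Several of these differences also rested on few cells. All Pclaf UMIs came from 10 CM and 7 TCM cells. Of the CM Lyz1 UMIs, 10 cells held 91.0% in alveolar macrophage-like and 95.2% in muscle or pericyte-like cells. In CM, 10 cells also held 77.1% of the Mgp and 77.9% of the Serping1 UMIs of interstitial macrophage-like cells. For Gzma in AT1-like cells this was 77.8%, and for Spp1 71.4%. Of the TCM UMIs, 10 cells held 81.7% for Hist1h1b and 78.6% for Cd74. For Lgals9, 10 cells held only 29.8% of the CM UMIs.

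The reference of these matrices includes a CD90.1 sequence. It received 2 UMIs in CM and 1 in TCM over all barcodes. In kept cells it had 1 UMI in CM and 0 in TCM, and a count of 0 among 7275 cells allows a share of up to 0.0412%. The mouse Thy1 gene, which encodes CD90, had 1026 and 818 UMIs over all barcodes.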

Values the study reported

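For the comparison of CM and TCM lungs, the study reported that its libraries were prepared with a target of 10000 cells each. It reported 158 fine-grained clusters for these cells, which its authors named by hand.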

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

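The tests of a general rise of AT2 transcripts, of AT2 RNA in AT1-like cells as a whole, and of the cells with most S100a8 or S100a9, the restriction to deeper cells, the scaling by markers, the free RNA profile from droplets of 51 to 200 UMIs, and the use of free RNA subtraction, itself fixed in advance as an alternative, to weigh the lipid list were chosen only after the results had been seen.

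The study list moved in opposite directions in the alveolar classes, with a median difference of 0.733 between the log2 ratios of AT2-like and AT1-like cells. All 8 genes were higher in the AT2-like than in the AT1-like ratio. With 1 library per group the difference was not tested. For the rise in AT2-like cells, the tables argue against several technical causes as the whole explanation. Endothelial markers fell from 8.68% to 2.52% of their endothelial-like level, and such a loss of foreign RNA would lift every other gene by a log2 ratio of only 0.094. Among AT2-like cells of at least 2000 UMIs the list median was 0.23, and with each cell thinned to 1000 UMIs it was 0.37. With free RNA subtracted it was 0.33. A rise of AT2 transcripts in general stays open, because the AT2-like markers, which are not lipid genes, rose by a median of 0.22, and scaling by them left 0.052 for the list. That rise was uneven, with the markers running from 0.09 to 0.49, Sftpc at 0.06 and Sftpa1 at 0.12. A candidate explanation is therefore that TCM AT2-like droplets held relatively more of many AT2 transcripts, rather than more RNA of lipid genes in particular. A rise of lipid genes caused by TCM remains a biological hypothesis that these libraries could not separate from it.

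The fall of the list in AT1-like cells may come from AT2 RNA in the CM droplets. The AT2-like markers fell in AT1-like cells by a log2 ratio with a median of −0.59, close to that of the list. AT1-like cells with at least 2 UMIs of AT2-like markers per 1000 UMIs made up 22.1% of the CM and 13.1% of the TCM AT1-like cells (113 and 48 cells). Once they were left out, the list median turned to 0.23 (0.02 to 0.64). Leaving out more CM than TCM cells by their AT2 RNA raises this ratio by itself, so whether such cells alone cause the fall cannot be told apart from AT2 RNA spread over the class. The reversals under other clusterings bear on the same border between the classes, and part of the difference of 0.733 may lie in which cells were called AT1-like.

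S100a9 was high in droplets that hold no cell. In droplets of at most 50 UMIs, which served only to estimate free RNA, it reached 437 CP100k in TCM (417 to 457) against 96.0 in CM (88.8 to 104). The share of S100a9 in this profile was 4.55 times higher in TCM and that of S100a8 5.08 times, while that of Sftpc was 1.01 times. The rise goes with the larger number of neutrophil-like cells in TCM, and whether those cells broke during dissociation or released the proteins' transcripts in the lung was not tested.

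This free RNA bears on the rise of both genes in AT2-like cells. With it subtracted, the S100a9 ratio was −0.22 and the S100a8 ratio 0.96, but with the profile from droplets of 51 to 200 UMIs they were 0.83 and 1.07. Free RNA alone would also lie over the cells of a class alike, whereas the 10 TCM AT2-like cells with most held 52.6% of the S100a9 and 49.2% of the S100a8 UMIs, against 11.1% and 12.1% in B-like cells. Free RNA by itself is therefore not enough for either gene. Free RNA together with a few droplets that also held a neutrophil may cover both. Without the 10 cells with most S100a9, TCM AT2-like cells held 0.677 S100a9 and 0.608 S100a8 UMIs per cell, against 0.733 and 0.617 in B-like cells treated in the same way. Those 10 cells held 13 UMIs of the neutrophil gene Csf3r and 9 of Il1r2, against 5 and 2 in the other 291 cells of the class. Leaving out cells by their S100a9 lowers the mean by itself, most where few cells hold most of it. Before this step AT2-like cells held 1.38 S100a9 UMIs per TCM cell against 0.803 in B-like cells. Outside the 10 cells, expression of S100a8 and S100a9 by AT2 cells themselves was therefore not seen above this background. Inside them it could not be told apart from neutrophil RNA.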

How the results depend on the processing

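Scaling by the markers of a class, the restriction to cells of at least 2000 UMIs, the free RNA profile from droplets of 51 to 200 UMIs, and the scaling and free RNA alternatives for the largest differences outside AT2-like cells were chosen only after the results had been seen. All other alternatives were planned, and each was run. Some single genes had too few UMIs for a ratio under some of them. No paired analysis was possible because each group held 1 library. With no replicates, a value counts as moved when it left the counting interval of the value in the report.

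For the quantities that answer a comparison, 65 values under an alternative stayed within that interval, 52 left it and 3 changed sign. For single genes, 429 stayed, 125 left it and 11 changed sign. A change of sign was counted only where the interval of the value in the report excluded 0. Values that crossed 0 from an interval that included it were counted with the others. One was Tlr4 in endothelial-like cells, which went from 0.19 to −0.50 after thinning. Except where stated, the cause of a change was not tested.

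The study list in AT2-like cells stayed above 0 under each of its 15 alternatives. Its median was 0.38 at Leiden resolution 0.5, 0.39 with the list genes kept in the clustering, 0.37 with a minimum of 1000 UMIs, 0.49 as a mean over cells, 0.58 with a maximum of 5% mitochondrial UMIs and 0.23 in cells of at least 2000 UMIs. Scaling by the AT2-like markers left 0.052, which follows from how that scaling is built, since the markers rose too. The wider list moved to 0.27 with the list genes kept in the clustering, 0.28 with the minimum of 1000 UMIs, 0.30 as a mean over cells and 0.39 with the maximum of 5% mitochondrial UMIs. Marker scaling reversed it to −0.075 and reversed Sftpc in AT2-like cells to −0.20.

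In AT1-like cells the study list kept its direction under 13 of 15 alternatives. It moved to −0.53 with the minimum of 1000 UMIs, −0.55 after thinning and −0.70 under marker scaling. It reversed to 0.11 at Leiden resolution 2, with Sftpb at 0.43 and Scd1 at 0.15, and to 0.20 with the list genes kept in the clustering, with Sftpb at 0.94, Sftpc at 0.87 and Scd1 at 0.56. Under these 2 settings the AT1-like share also moved, to 4.61% in CM and 4.15% in TCM at resolution 2, and to 4.78% and 4.34% with the list genes kept. The difference of AT2-like minus AT1-like cells stayed above 0 throughout. It was 0.24 at resolution 2, 0.035 with the list genes kept, 0.88 with the maximum of 5% mitochondrial UMIs, 0.90 with the minimum of 1000 UMIs and 0.96 after thinning.

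The AT2-like share depended on the cell filters, the clustering and the denominator. With the maximum of 5% mitochondrial UMIs, 542 CM cells were AT2-like in place of 318, although fewer CM cells were kept. The cells admitted do not by themselves account for that move, since each filter also changed the clustering. In CM and TCM it was 7.68% and 3.66% with the maximum of 5% mitochondrial UMIs, 5.96% and 6.21% with a maximum of 20%, 4.99% and 5.11% with the minimum of 1000 UMIs, and 6.11% and 6.20% with the list genes kept in the clustering. In CM it was 4.84% at resolution 0.5 and 3.70% at resolution 2. Over named classes outside the blood lineages, a smaller denominator, it was 7.67% in CM and 8.71% in TCM, and the AT1-like share 12.3% and 10.6%. The AT1-like share in TCM was 4.38% with the minimum of 1000 UMIs.

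The neutrophil-like share stayed higher in TCM under each of its 8 alternatives, from 5.05 to 6.45 times. Over cells of the blood lineages it was 8.05% in CM and 40.6% in TCM, and with the maximum of 5% mitochondrial UMIs it was 20.5% in TCM. Kept cells numbered 5472 in CM and 5729 in TCM with the minimum of 1000 UMIs, 7053 and 6614 with the maximum of 5% mitochondrial UMIs, 7749 and 7456 with that of 20%, and 7988 and 7707 with doublets kept, as each filter sets.

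Subtraction of free RNA reversed S100a9 in AT2-like cells to −0.22, S100a8 and S100a9 in fibroblast-like cells to −3.33 and −4.11, and S100a9 in alveolar macrophage-like cells to −2.84. With the profile from droplets of 51 to 200 UMIs, S100a9 in AT2-like cells stayed at 0.83 and S100a8 at 1.07. S100a8 and S100a9 in fibroblast-like cells did not reverse under it either. The reversals in these classes therefore depend on the profile. The estimate removes 1.19 S100a9 UMIs per TCM cell, more than the 0.803 that B-like cells held, so it takes too much from some classes, and the size of a reversed ratio has no meaning of its own. Of the 10 largest differences in AT2-like cells, 5 were the same genes with free RNA subtracted, 5 with a minimum of 300 UMIs per gene and 4 with doublets kept. Median-ratio scaling cannot change them, since it shifts all genes of a class alike. Thinning took Cxcl2 in AT2-like cells from 1.31 to 0.17 and S100a4 in fibroblast-like cells from −0.29 to −1.20, while a mean over cells gave 1.21 and −1.17.

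Depth limits the low genes. Mmp9 and Tlr3 in AT2-like cells and Saa3, Pdk1 and Slc2a1 in macrophage-like cells had at most 25 UMIs per library, so only large differences in them would have been seen. In simulations of AT2-like cells with counting error only, 63.2% of changed genes had an interval off 0, against 94.5% of those with at least 100 UMIs.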

Other observations

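The tests of blood left in the lung, of single cells rich in Wfdc17 or in heart muscle RNA, of the mix of classes behind Mid1 and of free RNA behind Zbtb16, and the subtraction of free RNA for Cyp26b1, were chosen only after the results had been seen. Mid1 and Fkbp5 were picked out after their values had been seen.

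The clustering here gave 35 clusters. That is lower than the value quoted from the study above, but the counts are not comparable. The study used another clustering method, set to a high resolution so as to give fine-grained clusters.

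The higher share of neutrophil-like cells in TCM was set against 2 technical causes. More blood left in the TCM lung would raise all white blood cells. Relative to named classes outside the blood lineages, B-like cells were at 0.680 and T-like cells at 0.955 of their CM level, while monocyte-like cells were at 1.72 and neutrophil-like cells at 7.14, so white blood cells did not rise as a whole. Red cells were lysed during preparation and were not used for this. Neutrophils hold little RNA and could fall under the UMI minimum, but among droplets of 200 to 499 UMIs those with at least 5% of UMIs from S100a8 and S100a9 numbered 26 in CM and 84 in TCM. Set against the kept neutrophil-like cells this was a larger loss in CM, 11.2% against 6.09%, but with these droplets added the share was still 5.86 times higher in TCM. The first test takes blood to have the same makeup in both libraries, so blood richer in neutrophils was not excluded. A recruitment of neutrophils by TCM is therefore a biological hypothesis that stays open. With 1 library per group, it rests here on as few as 1 mouse per side, and library and treatment cannot be told apart. The study also measured granulocytes in lungs after CM and TCM, which was not used here.

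Wfdc17 in neutrophil-like cells rose from 71 to 11382 UMIs, and was seen in 15.5% of the CM and 78.6% of the TCM cells (unthinned, at median depths of 1236.5 and 1550.5 UMIs). Free RNA accounts for little of this, since B-like cells of TCM held 0.0656 Wfdc17 UMIs per cell against 8.25 in neutrophil-like cells. A few cells with very high counts do not carry it either, since the 10 cells with most held 6.04% of the TCM UMIs. The hypothesis that neutrophils in TCM lungs were in another state may be worth a look in further libraries. Camp and Ltf, genes of young neutrophils, were each seen in 13 of the 232 CM cells, but in 4 and 8 of the 1380 TCM cells, so such cells were a smaller part of the class in TCM.

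Cyp26b1 was higher in all 5 endothelial-like clusters of TCM. The smallest log2 ratio was 1.82 (1.24 to 2.45), in a cluster with Vwf and Gja5 among its leading genes, and the others ran from 2.67 to 5.43, so another mix of these clusters does not produce the rise. It was also seen in 473 of the 1626 TCM cells, which rules out a few cells as its source. Subtraction of free RNA left its log2 ratio at 3.22. The rise was not confined to this class. Cyp26b1 went from 5 to 83 UMIs in muscle or pericyte-like cells (4.17) and from 10 to 61 in AT1-like cells (3.09). These held 0.226 and 0.166 UMIs per TCM cell, against 0.692 in endothelial-like and 0.0172 in T-like cells. Whether those cells or foreign endothelial RNA carried this was not tested. The gene encodes an enzyme that breaks down retinoic acid. A response of lung endothelium to TCM, alone or with other cells, is a hypothesis that these 2 libraries raise and cannot settle.

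Endothelial genes such as Car4 and Egfl7 fell in TCM AT2-like cells. If the CM droplets held an AT2 and an endothelial cell together, they should be deep. The 84 CM AT2-like cells with at least 5 UMIs of endothelial markers had a median of 1684 UMIs, against 3799 in the other CM AT2-like cells. The cells scored as doublets had been removed before, so this speaks against intact pairs only among the cells kept. The treatment of doublets still matters: with doublets kept, the log2 ratio of Car4 was −0.63 in place of −3.00, and that of Egfl7 −0.85 in place of −2.27. AT2-like cells then numbered 326 in CM and 342 in TCM, in place of 318 and 301, after a new clustering. The class thus grew more in TCM than in CM. Shallow droplets with fragments of both cells, or an uneven removal of doublets, may therefore lie behind the fall. A loss of foreign RNA from several classes stays open. In AT2-like cells endothelial markers stood at −1.65, B-like at −1.98, T-like at −0.83 and fibroblast-like at −0.78. It did not hold for every class, since AT1-like markers stood at 0.17 and club-like markers at 0.37. Alveolar macrophage-like markers, at −0.02, had too few UMIs to tell. Neutrophil-like markers, at 0.03, cannot decide this, because neutrophil-like cells and the S100a9 share of free RNA were higher in TCM.

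The rise of Myl7 and Myl4 in fibroblast-like cells is in keeping with a few droplets that hold RNA of heart muscle cells. The 7 TCM cells with a Myl7 UMI held 1.52% of all UMIs of the class, but 99.5% of the summed UMIs of 4 other heart muscle genes (Tnnt2, Actc1, Tnni3 and Myh6). Heart tissue left on the dissected lung is the hypothesis this raises, and no biological explanation was tested.

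Mid1 (ENSMUSG00000035299, chromosome X, 169685199 to 170005736) was lower in TCM in each of the 11 named classes with at least 100 cells per library and more than 20 UMIs in CM, with log2 ratios from −2.71 to −1.01. In AT2-like cells it fell from 108 to 42 UMIs (−1.59, −2.14 to −1.06). Another mix of classes would leave the ratio within classes near 0, and the highest was −1.01. Mice of different sex do not explain it: Xist had 6301 UMIs in CM and 4981 in TCM (log2 ratio −0.54), and 4 Y-linked genes together had 9 UMIs over both libraries. A difference between the animals in the sequence or copy number of this gene, and an effect of TCM, were not tested and both stay open.

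Zbtb16 was higher in TCM in AT2-like, AT1-like, endothelial-like, fibroblast-like and muscle or pericyte-like cells. Free RNA is not the source, since these 5 classes held at least 0.313 UMIs per TCM cell and B-like and T-like cells at most 0.0517. A glucocorticoid response, as from stress of the animals, was named as a candidate cause before other genes induced by glucocorticoids were looked at. For 8 such genes the median log2 ratio was −0.39 in AT2-like, 0.06 in AT1-like, 0.08 in endothelial-like, 0.25 in muscle or pericyte-like and 0.29 in fibroblast-like cells. Of these 8 genes, 3 were higher in TCM in AT2-like, 4 in AT1-like and 6 in fibroblast-like cells. In endothelial-like and in muscle or pericyte-like cells 7 were higher. The list was thus mixed in the alveolar classes and mostly higher in the others, by small medians. A glucocorticoid response and another cause cannot be told apart from it. Fkbp5 was higher in all 5 classes, with log2 ratios from 0.58 to 1.89.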
